A study of Drosophila melanogaster with 23 samples. Its data were reported in "Argonaute2 and LaminB modulate gene expression by controlling chromatin topology" (2018).

How the data were processed

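Nascent RNA was measured by neuRNA-seq in Kc167 cells, a Drosophila line of embryonic origin. Cells were fed 5-ethynyl uridine (EU; 0.2 mM, over 1 h), the labelled RNA was coupled to biotin azide at 0.25 mM and captured on beads, and stranded libraries were sequenced as single reads of 50 bp. The 23 libraries belong to 3 experiments, as the deposited lookup table gives them, and each experiment has its own mock libraries, transfected without RNA. Experiment 1 holds 3 mock, 3 AGO2 KD (siRNA) and 3 LaminB KD (dsRNA) libraries. Experiment 2 holds 2 libraries each of mock, si5UTR (an siRNA against the AGO2 5′UTR), si5UTR+AGO2 (the same siRNA with a wildtype AGO2 construct) and si5UTR+V966M (the same siRNA with the catalytic mutant). Experiment 3 holds 3 mock and 3 Dcr-2 KD (dsRNA) libraries.

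The authors trimmed the reads with cutadapt, mapped them to the primary chromosomes of the dm6 assembly with HISAT2, and counted them by strand over whole gene bodies with featureCounts. The deposited values are raw counts per gene, neither normalised nor filtered, for 17659 genes, of which 17464 had an identifier with a symbol in the annotation used here. Reads over whole gene bodies include introns, so a long gene gathers reads from its introns. The reads carried no molecular identifiers, so copies of 1 molecule made by PCR were counted as separate reads, and standard errors and floors below cover counting error and the spread between libraries only as far as the libraries show it. Genes that overlap on the same strand can lose reads to each other, and repeated sequences such as rRNA pseudogenes can share reads with near-identical copies, which the counts do not show. Values for these are uncertain.

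Total counts ranged from 5215481 to 15641835 reads per library. Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3, with treatment as the only term, TMM normalisation and the filterByExpr filter, which left 8142, 8727 and 7733 genes in experiments 1, 2 and 3. Differences were tested with edgeR's quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes with an adjusted p under 0.1 were called. The standard error of a log2 fold change is its size divided by the square root of F. Levels are given as CPM, the reads of a gene relative to the TMM library size within the experiment. Whether 2 effects from different experiments differed was tested with an interaction contrast, each treatment against its own mock libraries. Correlations of log2 fold changes are across genes, which are not independent replicates, so no p-value is attached to them. Fisher's exact test was used two-sided on overlaps, as a description only.

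AGO2 KD and LaminB KD share their mock libraries. 3 controls for this were computed: 20 simulated draws of unchanged libraries, 20 draws in which each knockdown had its own called effects with those of LaminB KD shuffled over genes, and all 6 ways of giving the knockdowns different mock libraries. For the rescue, 20 draws each were simulated with a full return to the mock level and with none.

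The named genes followed a rule: the targeted genes, RpL32, the members of 2 lists, and for each knockdown against mock the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 CPM and no overlap between the libraries of the 2 groups. For other comparisons it took 1 rise and 1 fall. Of any 3 against 3 libraries, 10% do not overlap by chance. The comparisons, the rule and the first set of alternatives were chosen before the data were examined. The lists were genes of the nht domain and genes of spermatogenesis, and esg is not analysed here. Summed CPM of a list was compared by an exact two-sided permutation test. A level of 3 reads was taken as the floor.

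The fits were tested on simulated counts with 200 genes changed by a factor of 2. edgeR recovered 75.0% of them among 8142 genes in experiment 1, 58.5% among 8727 genes in experiment 2 and 73.5% among 7733 genes in experiment 3, with 10.2%, 12.7% and 14.0% of calls false. The interaction contrast recovered 65.0% of 200 changed genes among 8249, the number tested for AGO2 KD and Dcr-2 KD, with 18 false calls. This does not cover the contrast of AGO2 KD with si5UTR, which had 8714 genes. DESeq2 1.42.0 was an alternative, and its false calls were 16.6%, 21.2% and 14.8% in the same simulations. Other alternatives were RLE size factors, no filter, an adjusted p under 0.05, only the 2 groups compared, a replicate block, each library left out in turn, and a correction for gene length and GC content, the last added after the data had been seen. Replicate pairs differed by 6.95 to 28.3 in chi-square per degree of freedom over genes with at least 20 reads, so none was a repeat of another library.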

Results

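The study used neuRNA-seq, which captures RNA made while cells take up a labelled uridine, to ask how depletion of AGO2, LaminB or Dcr-2 changes nascent transcription in Kc167 cells. AGO2 is an Argonaute protein of the RNAi pathway, LaminB (gene Lam) a protein of the nuclear lamina, and Dcr-2 the endonuclease that makes small interfering RNAs. In total 23 libraries were compared within 3 experiments. Total counts were 8330072 to 13541570 reads in experiment 1, 10061474 to 15641835 in experiment 2 and 5215481 to 8048344 in experiment 3. Genes with at least 1 read numbered 8935 to 10790, 8290 to 9106 and 8265 to 9957 in the same order.

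**Figure D1:**
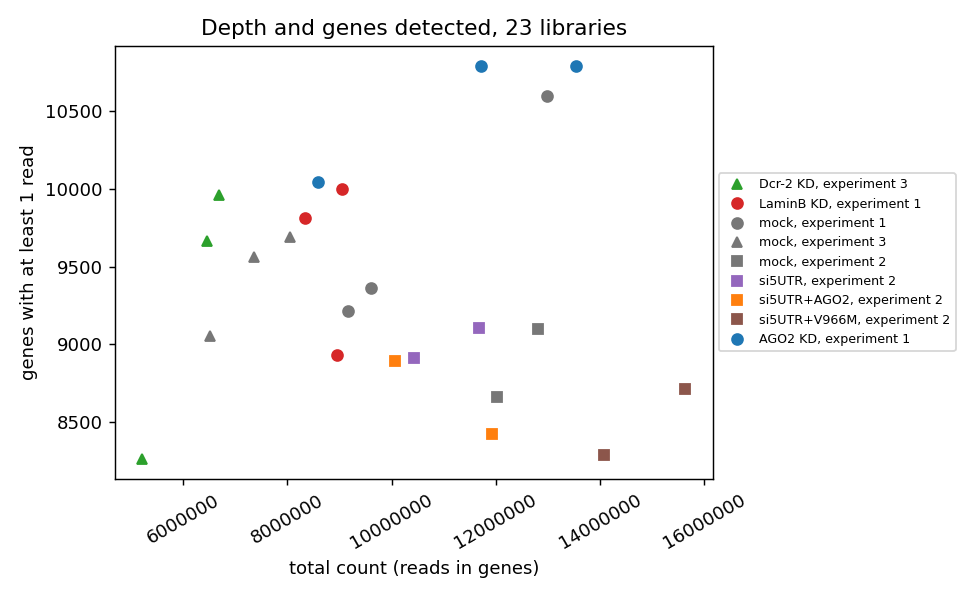
Total count in reads (x axis) against genes with at least 1 read (y axis), 1 point per library, coloured by group and shaped by experiment. The libraries of experiment 2 detected 8290 to 9106 genes at 10061474 to 15641835 reads, and those of experiment 1 detected 8935 to 10790 at 8330072 to 13541570 reads.

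The targeted genes were examined first. AGO2 (FBgn0087035) had 311 ± 11.2 CPM in mock and 224 ± 11.9 CPM in AGO2 KD (SD, n = 3 each), a log2 fold change of -0.47 (SE 0.0686, edgeR adjusted p 0.000312). With si5UTR it was 160 ± 1.74 CPM against 301 ± 27.3 CPM in mock (SD, n = 2 each), a log2 fold change of -0.91 (SE 0.112, edgeR adjusted p 4.91e-05). With the constructs it was 453 ± 37.7 CPM (si5UTR+AGO2) and 406 ± 37.7 CPM (si5UTR+V966M), with reads of the construct included. Lam (FBgn0002525; dm6, 2L from 5542480 to 5546642) fell from 351 ± 4.46 to 114 ± 15.4 CPM in LaminB KD (SD, n = 3 each), a log2 fold change of -1.63 (SE 0.0891, edgeR adjusted p 4.12e-09). Dcr-2 (FBgn0034246) fell from 236 ± 8.47 to 163 ± 30.7 CPM in Dcr-2 KD (SD, n = 3 each), a log2 fold change of -0.53 (SE 0.122, edgeR adjusted p 0.0592). This call was lost in 4 of the 6 fits that left out 1 library. AGO2 rose in LaminB KD by 0.34 (SE 0.0683, edgeR adjusted p 0.00237), as did Dcr-2 by 0.43 (SE 0.0766, edgeR adjusted p 0.000816). The reference gene RpL32 was not called in any knockdown against mock, but was lower in LaminB KD than in AGO2 KD, by -0.44 (SE 0.169, edgeR adjusted p 0.0998).

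**Figure D2:**
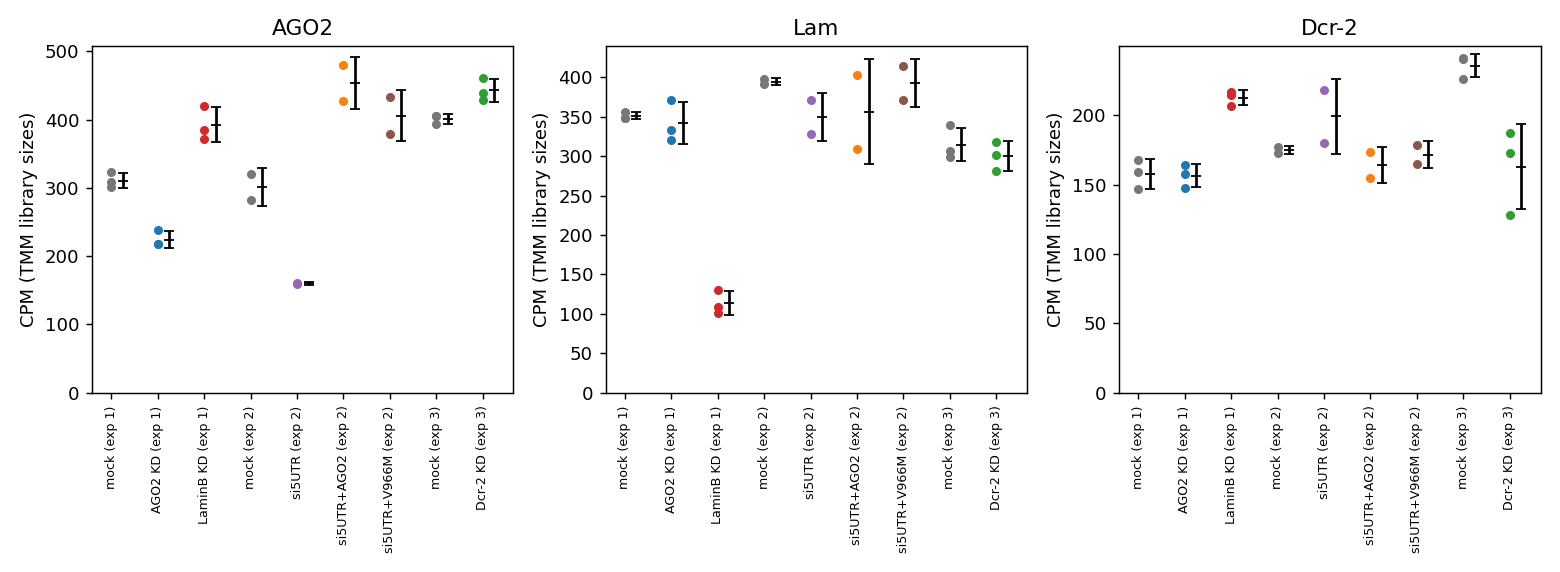
CPM (y axis, from 0) of AGO2, Lam and Dcr-2 in each library, by group and experiment (x axis). Black marks give the mean and SD. AGO2 is lowest with si5UTR at 160 CPM and Lam lowest in LaminB KD at 114 CPM.

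The effect of AGO2 depletion on nascent RNA was assessed in experiment 1. Of 8142 genes, 645 were up and 189 down in AGO2 KD, so that 77.3% of calls were up. After a correction for gene length and GC content the counts were 452 up and 265 down, or 63.0% up. The count of down genes depended most on single libraries: it was 69 without AGO2 KD replicate 3 and 278 without AGO2 KD replicate 1. The largest rises were Cpr49Ac (2R from 12386666 to 12390057), CG30484 (2R from 13846393 to 13849832) and CG30485 (2R from 13849882 to 13852983), with log2 fold changes of 2.87 (SE 0.297), 2.50 (SE 0.281) and 2.44 (SE 0.366). Cpr49Ac had 15.9 to 32.5 CPM in AGO2 KD and 2.53 to 4.38 CPM in mock. The largest falls were LpR2, CG8399 and CG31360, at -1.72 (SE 0.230), -1.06 (SE 0.202) and -1.03 (SE 0.354). LpR2 overlaps a transposon on its strand, and CG31360, at an edgeR adjusted p of 0.0994, lost its call in 5 of the 6 fits that left out 1 library.

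LaminB KD changed more genes: 1356 were up and 1018 down, and 57.1% of calls were up. The corrected counts were 900 and 870. The largest rises were CG42249, Dhc93AB and CG30485, with log2 fold changes of 3.65 (SE 0.671), 3.48 (SE 0.428) and 3.10 (SE 0.368). CG42249 overlaps a transposon on its strand. Apart from Lam, the largest falls were the rRNA pseudogene 28SrRNA-Psi:CR45860 at -1.38 (SE 0.350), whose count is uncertain, and CG31360 at -1.36 (SE 0.364).

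Both knockdowns were then compared. Across 8142 genes, their log2 fold changes had a Pearson r of 0.585. Both share the same 3 mock libraries, and simulated libraries with no change at all gave a mean r of 0.493 (0.450 to 0.532 over 20 draws). With different mock libraries for each knockdown, r was 0.321 on average (0.271 to 0.366 over the 6 ways). Simulated unrelated effects against shared mock libraries gave a mean r of 0.213. Genes up in both numbered 446, which is 69.1% of those up in AGO2 KD and 32.9% of those up in LaminB KD. Independent calls would give 107 (odds ratio 16.2) and simulated unrelated effects 65.2 on average, at most 77. Genes down in both numbered 78, against 23.6 for independent calls and 19.8 on average for unrelated effects. Without mock replicate 2 the number was 24. Set against each other directly, 832 genes were higher and 821 lower in LaminB KD than in AGO2 KD. Without AGO2 KD replicate 2 these were 481 and 479. The largest differences by the rule were lncRNA:CR44471 at 2.77 (SE 0.404) and CG43291 at -6.25 (SE 1.45), of which CG43291 also had 15.5 CPM in 1 mock library and overlaps a transposon on its strand.

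**Figure D3:**
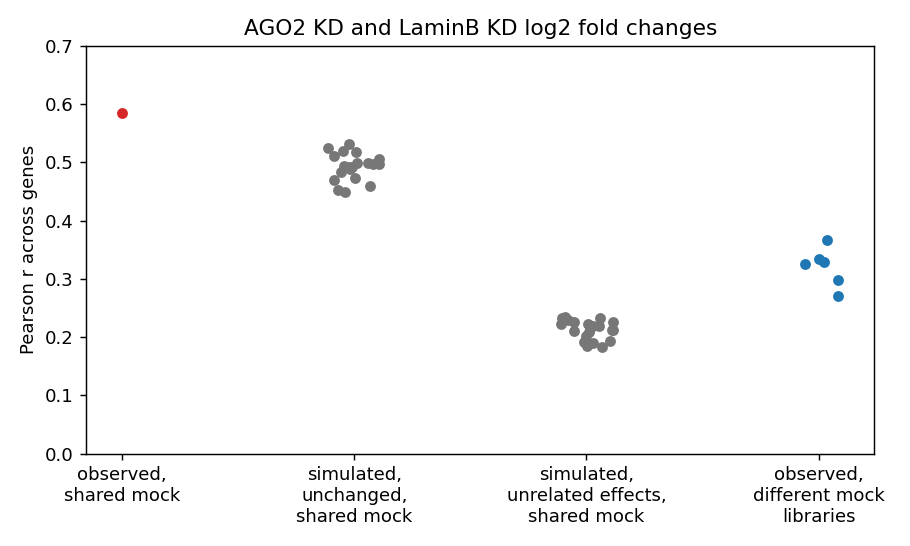
Pearson r across genes between AGO2 KD and LaminB KD log2 fold changes (y axis): the observed value with shared mock libraries, 20 simulated draws without change, 20 with unrelated effects, and the 6 assignments of different mock libraries. The observed 0.585 lies above the simulated 0.450 to 0.532.

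Dcr-2 depletion tested whether loss of another RNAi factor gave similar changes. In experiment 3, 107 genes were up and 49 down among 7733, and 68.6% of calls were up. After the length and GC correction the counts were 133 and 36, or 78.7% up, but without the filter they were 201 and 173 (53.7% up) and with DESeq2 144 and 170 (45.9% up), so the excess of up genes depends on the method. The counts were also unstable to single libraries: 5 of the 6 fits that left out 1 library changed each of them, from 17 and 1 without mock replicate 10 to 152 and 84 without Dcr-2 KD replicate 3. The largest rises were CG10005, alphaTub85E and CG12766, with log2 fold changes of 2.15 (SE 0.522), 1.66 (SE 0.409) and 1.33 (SE 0.281), and the largest falls eIF4B, mt:ND4 and Hsp27, at -4.83 (SE 0.679), -1.33 (SE 0.306) and -0.79 (SE 0.189). Of these, eIF4B and mt:ND4 overlap another gene on their strand. All of these rises and falls but eIF4B lost their call in at least 3 of the 6 fits that left out 1 library. Yet eIF4B varied widely within groups, from 34.6 to 239 CPM in the mock libraries of experiment 3. In LaminB KD it had 76.4 CPM in replicate 1 and 1.45 and 0.448 CPM in replicates 2 and 3. The counts do not show whether its reads are shared with other sequences, so its value is uncertain. Over 7603 genes, r was 0.0899 between AGO2 KD and Dcr-2 KD and -0.0284 between LaminB KD and Dcr-2 KD. Among genes above the median in mean count they were 0.144 and 0.0461, so that the latter changed sign. The r of AGO2 KD with Dcr-2 KD was 0.0258 without Dcr-2 KD replicate 1. The effects of AGO2 KD and Dcr-2 KD differed in 435 genes by the interaction contrast, and in 180 without mock replicate 10. Yet of the 107 genes up in Dcr-2 KD, 77 were also up in AGO2 KD, against 8.92 for independent calls, and 67 were up in all 3 knockdowns, against 6.16. Without mock replicate 10 the number up in all 3 was 17, which was every gene then up in Dcr-2 KD. The number of Dcr-2 KD calls fell in that fit, and not the share of them that was common.

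**Figure D4:**
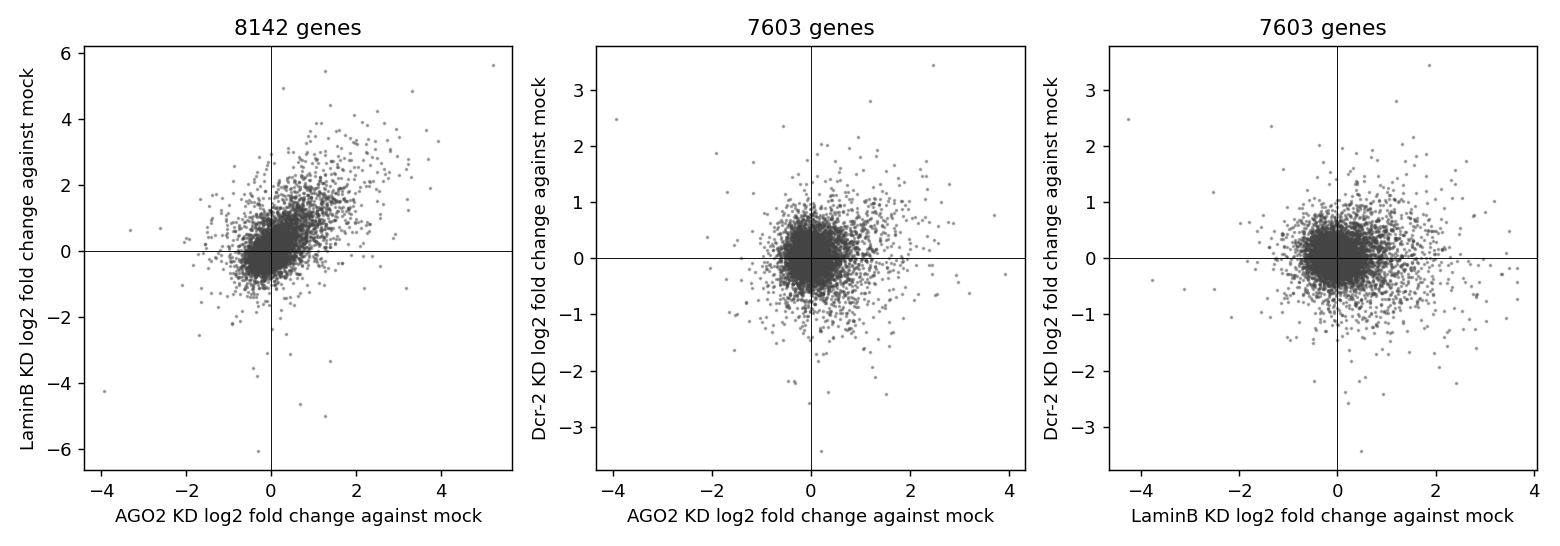
Log2 fold change against mock of 1 knockdown (x axis) against another (y axis), 1 point per gene. The r of AGO2 KD with LaminB KD is 0.585, where shared mock libraries alone give 0.493 on average in simulation. With Dcr-2 KD, which has its own mock libraries, r is 0.0899 for AGO2 KD and -0.0284 for LaminB KD.

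A further siRNA against AGO2 asked whether the changes follow the target. In experiment 2, si5UTR gave 77 genes up and 30 down among 8727, and DESeq2 gave 136 and 63. Of the 77, 67 were also up in AGO2 KD of experiment 1 (87.0%, odds ratio 85.5, with 6.18 for independent calls). But 60 were also up in LaminB KD (77.9%, odds ratio 18.6, with 12.7 for independent calls). The overlap was thus stronger with AGO2 KD but not confined to it, and alone does not show that the changes follow the target. Of the 30 down genes, 5 were also down in AGO2 KD (0.708 for independent calls). With AGO2 KD, r over 8012 genes was 0.239, and 0.408 among genes above the median in mean count. With LaminB KD it was 0.202 and 0.484. Without si5UTR replicate 3, r with AGO2 KD was 0.0691. The effects of the siRNAs differed in 9 genes by the interaction contrast. The largest rises were 5.8SrRNA-Psi:CR45854 at 7.24 (SE 0.478), drd at 1.57 (SE 0.350) and AstA-R1 at 1.49 (SE 0.254), the first an rRNA pseudogene whose count is uncertain and the last a gene that overlaps transposons on its strand. The largest falls were snRNA:U11 at -2.05 (SE 0.429) and the rRNA pseudogenes 18SrRNA-Psi:CR41602 at -1.72 (SE 0.314) and 28SrRNA-Psi:CR41609 at -1.21 (SE 0.255).

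The constructs asked whether AGO2, wildtype or catalytic mutant, restores expression. Against mock, 12 genes were up and 1 down in si5UTR+AGO2, and 25 up and 30 down in si5UTR+V966M. Over the 107 genes called with si5UTR, the median ratio of the log2 fold change with the construct to that with the siRNA alone was 0.375 for AGO2 and 0.585 for V966M. A simulated full return gave 0.0727 and no return gave 0.936. For the 77 up genes the median log2 fold change was 0.72 with si5UTR, 0.23 with AGO2 and 0.43 with V966M. Tested directly against si5UTR, 37 of the 107 moved towards mock with AGO2 and 8 with V966M, and none moved away. This gap lay in the up genes (33 and 3). Of the 30 down genes, 4 moved with AGO2 and 5 with V966M. The median log2 fold change of the 30 was -0.63 with si5UTR, -0.29 with AGO2 and -0.33 with V966M. Among those that moved with each construct was AGO2 itself, whose count there includes reads of the construct, so its move was fixed in advance. Another was the rRNA pseudogene 18SrRNA-Psi:CR41602, whose count is uncertain. It rose past mock (2771 CPM), to a mean of 3910 CPM with AGO2 and 6210 CPM with V966M. Between the constructs themselves, 9 of the 107 were called, and 48 had an unadjusted p under 0.05. Across all genes, si5UTR+AGO2 against si5UTR gave 9 up and 46 down. For si5UTR+V966M against si5UTR there were 9 up and 14 down (6 and 3 after the length and GC correction). Between the constructs, si5UTR+V966M against si5UTR+AGO2 gave 7 up and 7 down (11 and 2 after the correction). With DESeq2 the order against si5UTR reversed, with 14 up and 73 down for AGO2 and 26 and 87 for V966M. Between the constructs DESeq2 gave 22 up and 64 down, so these counts over all genes depend on the method. The largest rises by the rule were in rRNA pseudogenes. The largest fall was mostly eIF4B (3L from 27842669 to 27858271), with log2 fold changes against mock of -6.99 (SE 0.977) with AGO2 and -6.24 (SE 0.882) with V966M, a gene that ranged from 9.66 to 112 CPM between the si5UTR libraries. Between the constructs it was CG41520 at -1.46 (SE 0.313), which overlaps a transposon.

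**Figure D5:**
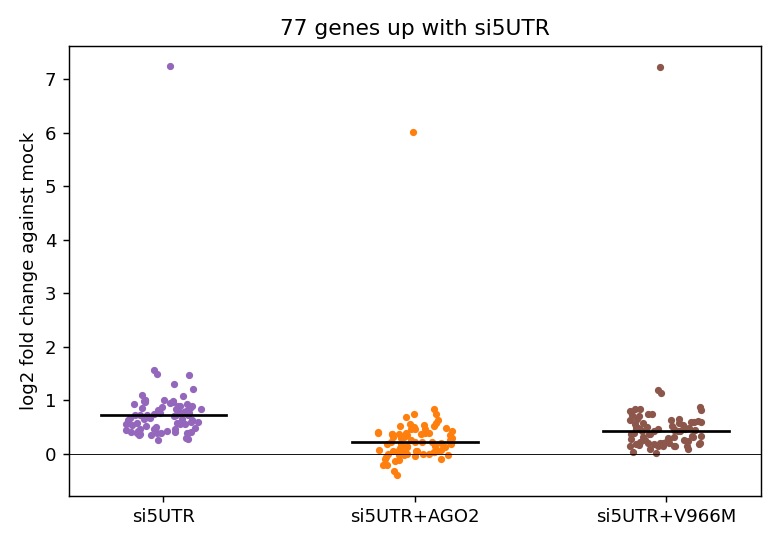
Log2 fold change against mock (y axis) of the 77 genes up with si5UTR, 1 point per gene, in the 3 groups that received the siRNA (x axis). Lines are medians. The medians are 0.72, 0.23 and 0.43.

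The testis-expressed genes of the nht domain were barely detected. Of these 7, none passed the filter in any experiment. The gene nht (FBgn0041103; 2L from 15317954 to 15318901) had 6 reads in all 23 libraries, at most 4 in AGO2 KD replicate 2, where the floor of 3 reads was 0.264 CPM. CG15263 had 13 reads, all in si5UTR+AGO2 replicate 2. A change of these genes was not detectable at this depth. Their summed level was 0.117 CPM in AGO2 KD and 0.104 CPM in mock (exact two-sided permutation p 1.0, n = 3 each; 3 against 3 cannot go below 0.1). Among all 10 members analysed, only yuri and lace, which lie outside the domain, were tested. Both were called in LaminB KD, also when adjusted over the list alone, but in opposite directions. There yuri rose (161 to 167 CPM, against 124 to 130 CPM in mock) and lace fell (319 to 326 CPM, against 339 to 388 CPM). Of the 5 spermatogenesis genes, Hsp60C had 0 reads in any library and only blanks was tested, with 9289 reads over all 23 libraries. It was called in LaminB KD over all genes. With 1 gene tested, an adjustment over the list alone leaves the edgeR p-value as it was. That unadjusted p was under 0.1 also for si5UTR and si5UTR+V966M against mock and for LaminB KD against AGO2 KD. In none of these was blanks called over all genes. The summed level of the list was 40.5 ± 8.53 CPM in LaminB KD and 29.6 CPM in mock (n = 3 each). Nearly all of this sum was blanks. The exact two-sided permutation p of the sum was 0.1, the smallest possible, and 1.0 when adjusted over the 18 comparisons of lists. For blanks alone, LaminB KD replicate 1 (33.8841 CPM) lay just below mock replicate 2 (33.8897 CPM). The sums were separated only by 1 read of TrxT in LaminB KD replicate 1, so this p does not show a shift of the list. With total counts in place of TMM library sizes the sums were 40.2 and 30.4 CPM, and this p was 0.2. The differences were larger with si5UTR (60.3 against 43.7 CPM) and si5UTR+V966M (65.4 against 43.7 CPM), where 2 against 2 cannot go below 0.333.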

Values the study reported

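The study reported 710 genes up and 196 down after AGO2 depletion, and 1413 up and 926 down after LaminB depletion. It gave a Pearson correlation of 0.53 between both profiles, with 466 genes up and 76 down in both. For the siRNA against the 5′UTR it gave 122 of 136 up-regulated genes in common. Its correlations with the Dcr-2 knockdown were 0.13 for AGO2 and 0.018 for LaminB.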

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

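The tests of a difference between the experiments and of the direction of the 9 differing effects were chosen after their result was seen; the others here were chosen before.

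In 5 of 36 sets of values over the 8 mock libraries, 1 library lay far from the rest, where chance gives about 1.8. These were RpL32 (355 CPM in mock 8, next 230.6), eIF4B (239 CPM in mock 10, next 84.5), 5.8SrRNA-Psi:CR45854 (38.1 CPM in mock 2, next 15.0), CG43291 (15.5 CPM in mock 2, next 0.619) and Cyt-c-d (0.619 CPM, or 4 reads, in mock 12, next 0). For RpL32 the whole of experiment 2 lay higher than the mock libraries of experiments 1 and 3 (at most 184 CPM). Its other mock library had 230.6 CPM and its treated libraries 197 to 273 CPM. Mock 8, at 355 CPM, lay above all of these, which argues against a shift of the whole experiment as the reason it stood apart. For the other genes, the library also stood apart from the mock libraries of its own experiment. Repeated counting of few RNA molecules was weighed by how widely genes of like level spread: the spread of RpL32 was at percentile 95.2 of the 500 nearest genes, that of eIF4B, 5.8SrRNA-Psi:CR45854 and CG43291 at 100, and that of Cyt-c-d at 73.0. Single libraries cannot decide this, so it stays open. Reads shared with other sequences stay open too for the rRNA pseudogene, for CG43291, which overlaps a transposon, and for eIF4B, which overlaps another gene. No biological explanation was tested, since all are mock libraries.

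The effects of AGO2 KD and si5UTR, both against AGO2, differed in 9 genes: ImpL2, Idgf3, Pgant9, sano, CG13907 and peg were higher in AGO2 KD, and Hsp83, CG45263 and Pxn lower. They were named after their values were seen. The difference was largest for CG13907, at 1.16 (SE 0.221, edgeR adjusted p 0.0856). The count is unstable: it was 0 without mock replicate 1, 119 without AGO2 KD replicate 1 and 116 with DESeq2. AGO2 fell further with si5UTR (-0.91 against -0.47), so the depth of the knockdown, as read from the captured AGO2 RNA, would give the smaller effects in AGO2 KD. Of the 9 genes, 8 had the larger effect in AGO2 KD, which argues against depth read in this way for these. These data hold no AGO2 protein levels, so a deeper loss of the protein in AGO2 KD is not excluded. Depth as read from the RNA stays open for the other 1, CG13907 (0.01 in AGO2 KD, -1.15 with si5UTR), as a single gene cannot decide. Over genes called with si5UTR the median ratio of the AGO2 KD to the si5UTR log2 fold change was 0.701, but choosing genes on si5UTR lowers this ratio by itself, so it decides nothing. Each siRNA was used in 1 experiment, so for these 9 genes a difference between siRNAs and one between experiments cannot be told apart.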

How the results depend on the processing

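The interaction counts, the length and GC correction and the block by lookup number were added after seeing the data.

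Without the filter, si5UTR against mock gave 134 up and 85 down, si5UTR+AGO2 28 and 15, si5UTR+V966M 76 and 87, and Dcr-2 KD 201 and 173. Against si5UTR, the AGO2 construct gave 35 and 84 and V966M 38 and 33; between constructs there were 52 and 35. The r of AGO2 with LaminB was 0.465, with Dcr-2 0.0164 and with si5UTR 0.0877; 112 genes were up with both siRNAs, and 300 differed between them. The cause was not tested.

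With DESeq2, si5UTR gave 136 and 63, si5UTR+AGO2 36 and 7, si5UTR+V966M 52 and 88, and Dcr-2 KD 144 and 170, so that up genes were no longer the majority. Against si5UTR, AGO2 gave 14 and 73 and V966M 26 and 87; between constructs there were 22 and 64. Both siRNAs shared 121 up genes and differed in 116. The cause was not tested, but DESeq2 made more false calls in the simulation of experiment 2.

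An adjusted p under 0.05, which admits fewer genes by construction, gave 115 down in AGO2 KD, 10 down with si5UTR, 49 up and 13 down in Dcr-2 KD, 3 and 6 for V966M against si5UTR and 4 down between constructs. Genes down in both AGO2 KD and LaminB KD were 36 and genes up in all 3 knockdowns 36. Effects differed in 5 genes between the siRNAs and in 205 between AGO2 KD and Dcr-2 KD. With only the 2 groups in the fit, AGO2 KD gave 303 down, si5UTR+AGO2 5 up, si5UTR+V966M 4 and 3, V966M against si5UTR 3 and 1, and the constructs 1 and 1; in experiment 2 such fits have fewer libraries.

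For the correlations, genes above the median in mean count gave 0.408 for the siRNAs and reversed LaminB with Dcr-2 to 0.0461. DESeq2 with the normal prior gave 0.344 for the siRNAs, 0.529 for AGO2 with LaminB, 0.126 for AGO2 with Dcr-2 and 0.0181 for LaminB with Dcr-2. Different mock libraries gave 0.321 for AGO2 with LaminB, as the shared noise is gone. With total counts, the nht list including its flanking genes differed by -35.4 CPM in AGO2 KD.

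With the length and GC correction, LaminB KD gave 900 up, si5UTR 51 up, si5UTR+AGO2 7 and 2, V966M against si5UTR 3 down, and the constructs 11 and 2. Genes up in both AGO2 KD and LaminB KD were 247 and down 130; both siRNAs shared 41. LaminB with Dcr-2 reversed to 0.0374. The rescue ratios were 0.279 and 0.695. The alternative's own construction, the removal of that trend, makes these changes.

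Equal replicate numbers did not pair the samples: their deviations from the group means correlated at -0.0446 to 0.0846. With a replicate block, AGO2 KD gave 614 and 174 and LaminB KD 1280 and 987. V966M against si5UTR gave 30 up with the block, a fit with few residual degrees of freedom. A block by the lookup number gave 21 and 7 for si5UTR+AGO2, 41 and 55 for si5UTR+V966M, 25 up for AGO2 against si5UTR, 30 up for V966M against si5UTR, 34 and 23 between constructs, and 132 down in Dcr-2 KD; the rescue ratios were 0.290 and 0.706. The cause was not tested.

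Across fits that each left out 1 library, AGO2 KD ranged from 69 to 278 down, LaminB KD against AGO2 KD from 481 to 803 up and 479 to 872 down, and Dcr-2 KD from 17 to 152 up and 1 to 84 down. The r of AGO2 with LaminB ranged from 0.480 to 0.737, of the siRNAs from 0.0691 to 0.261, of AGO2 with Dcr-2 from 0.0258 to 0.126, and of LaminB with Dcr-2 from -0.0540 to 0.0341. Genes down in both ranged from 24 to 136, and up in all 3 from 17 to 84. Differing effects ranged from 0 to 119 between the siRNAs and from 180 to 517 between AGO2 KD and Dcr-2 KD. Fewer libraries is part of the alternative's construction. No calls were made without a library of experiment 2, where a group would keep 1.

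Of the 41 values for single genes, 10 were weaker under at least 1 of the other alternatives (20 cases in all) and 7 without at least 1 library (29 cases). The value of AGO2 in si5UTR+V966M was stronger under 3 alternatives, and none reversed. RLE size factors changed no count by over 1.5 times. Depth limits the 7 testis-expressed genes of the nht domain. Their levels lay at or near the floor, apart from CG15263 in si5UTR+AGO2 replicate 2 (13 reads, 1.08 CPM, floor 0.250 CPM).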

Other observations

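Tests of gene length and GC content on the correlation and on the share of up genes, of transfected RNA, of which genes stayed up in 3 knockdowns after the length and GC correction, of shared mock libraries for genes up in 3 knockdowns, of sequencing depth, of repeated counting and of the choice of genes for the rescue were chosen after the result had been seen.

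The r of 0.585 between AGO2 KD and LaminB KD lay above that of simulated unchanged libraries, but these still gave 0.493 on average and 0.532 at most, so shared mock libraries give a large r with no effect at all. With unrelated effects the simulated r was only 0.213. Shared mock libraries are not the whole of it: with different mock libraries the lowest r was 0.271. Gene length and GC content did not account for it either, as r was 0.563 after their trend was removed, and with different mock libraries as well it was at least 0.256. Simulated unrelated effects gave at most 77 genes up in both, against 446. These draws carried only the effects of called genes and gave fewer than the 107 of independent calls. Neither number is an exact expectation, and 446 lies above both. Transfected siRNA alone would leave the genes up in both knockdowns raised when it came with the AGO2 construct. But their median log2 fold change was 0.28 with si5UTR (0.25 and 0.31 in single libraries) and 0.0479 with si5UTR+AGO2 (0.04 and 0.06). This does not cover the dsRNA given to LaminB KD. No group received the siRNA with an empty plasmid, so an effect of the plasmid itself cannot be told apart. A shared response to both knockdowns stays open as a hypothesis.

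The excess of up over down genes in AGO2 KD shrank from 77.3% to 63.0% once the trend with gene length and GC content was removed, so part of it may follow length, though not all. In LaminB KD the log2 fold change rose with gene length (Spearman 0.334 across genes, which are not independent replicates), and at fixed GC content this was 0.259. In Dcr-2 KD it fell with length (-0.191), and mock 10, without which the Dcr-2 KD counts were lowest, had a trend with length relative to its experiment (0.249) far above the other mock libraries of experiment 3 (-0.0222 and 0.0407).

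The 67 genes up in all 3 knockdowns, listed as a hypothesis of a common response, were not explained by shared mock libraries, since Dcr-2 KD has its own and 77 of its up genes were up in AGO2 KD too. Length and GC content did not account for their number, as 67 genes were up in all 3 after the correction, against 4.28 for independent calls. These were largely the same genes: 55 were up in all 3 before and after it. For the 12 that were so only before it, length and GC content stay open: 3 could not be corrected, as only 64 of the 67 had a length and GC value, and for the rest a gene near the threshold also loses its call by noise. Transfected siRNA alone would leave the 67 genes up with the AGO2 construct, which came with the siRNA. But their median log2 fold change was 0.52 with si5UTR, -0.0341 with si5UTR+AGO2 and 0.29 with si5UTR+V966M. This covers the siRNA only, and no group received it with an empty plasmid. Lower expression of AGO2 or Dcr-2 does not cover all 3 knockdowns, since both genes rose in LaminB KD (0.34 and 0.43). A response to dsRNA in LaminB KD and Dcr-2 KD was not tested, as no group received dsRNA without a target.

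Fewer genes were detected in experiment 2 although its libraries were deeper (median 11975576 against 8584990 reads). Depth runs the other way: at an equal depth of 5215481 reads its median was 8695 genes, against 9589 in the other libraries. Repeated counting of few RNA molecules is a candidate explanation: a gene seen in at most 3 libraries had a median of 7 reads where it was seen in experiment 2, against 3 elsewhere. The pattern was not confined to experiment 2. Dcr-2 KD replicate 3 had 8265 genes at that depth and a median of 9 reads for such genes. LaminB KD replicate 1 had 8867 genes and 8 reads. The fit's coefficient of variation between libraries was 0.309 in experiment 2, against 0.137 and 0.167 in experiments 1 and 3.

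The return to mock was further with AGO2 than with V966M over the genes called with si5UTR, which held mainly for the up genes. For the 30 down genes the median ratios were 0.399 and 0.547, and the closest single libraries of both groups were at 0.509. These 30 include AGO2 itself, whose count holds reads of the construct. Choosing genes on the same libraries was not the reason: over genes called in the separate AGO2 KD experiment the median ratio was 0.320 with AGO2 and 0.592 with V966M (up genes only, 0.318 and 0.548). The spread between libraries cannot be excluded with 2 against 2: single libraries gave 0.323 and 0.433 with AGO2 and 0.639 and 0.558 with V966M, a gap of 0.125, and an exact test cannot go below 0.333.

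When the 6 libraries of a comparison were split in all 10 ways, 1 of 10 splits, the real one, gave as many genes for AGO2 KD against mock, as also for LaminB KD against mock, Dcr-2 KD against mock and LaminB KD against AGO2 KD; 10 splits cannot give a share under 0.1. For the 435 genes whose AGO2 KD and Dcr-2 KD effects differed, 1 of 100 splits, the real one, gave as many; the next gave 323.

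With si5UTR, 77 genes were up here. That is lower than the value quoted from the study above. Genes up with both siRNAs numbered 67. That is lower than the value quoted from the study above. The correlation of LaminB KD with Dcr-2 KD was -0.0284. That is of opposite sign to the value quoted from the study above. With DESeq2 the genes up numbered 136 with si5UTR and 121 with both siRNAs, and with its normal prior the correlation was 0.0181, so these gaps go with the choice of method.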
